A study of Chlamydomonas reinhardtii with 9 samples.

How the data were processed

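The data were 9 RNA-seq libraries of Chlamydomonas reinhardtii, 3 cultures each of a wild-type strain, a cehc1-1 mutant strain and a rescued strain. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, polyA RNA was sequenced as paired-end reads of 125 bp. The authors deposited FPKM (fragments scaled by transcript length and by the number of fragments sequenced) for each library, and 1 FPKM value per strain, and the unit is named by the deposited tables. The aligner, the counting tool, their versions, the genome build and the way FPKM was computed are not given in the sources used here. Gene identifiers in the deposited tables carry the suffix of annotation version 6.1. Gene symbols were taken from the tables' own symbol column, which names 4326 of 17609 gene models. CEHC1 has only an identifier there and was found through the identifier in the series design text. No column was left unmatched to a sample or strain.

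The authors' strain values were compared with the means of the replicate values. They lay within 1% of those means for 95.8% of tested genes in the wild type, 97.6% in the mutant and 96.0% in the rescued strain. All results are from the values per replicate. Since FPKM are not read counts, no count model was used. FPKM also depend on what else is in a library, so a fall of abundant genes raises the values of others. The sums of FPKM differed between strains, and therefore 2 rescalings were among the alternatives. Depth was not stated. It was estimated from the ratio of the smallest FPKM steps between libraries, in genes below 0.15 FPKM in every library, first within strains and then between strains. The share of those genes within 5% of the most frequent ratio was 18.8% to 31.1%, and a step of 2 fragments can be taken for 1. Relative depths between strains could therefore be wrong by a factor of 2, and no confidence interval was made from them.

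Genes with a mean of at least 1 FPKM over the 9 libraries were tested, 11360 in all, and 6249 were left out, of which 1391 were at 0 in every library. Values were transformed to log2(FPKM + 1). A model of group means over all 9 libraries was fitted with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean level, which leaves 6 residual degrees of freedom before moderation. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05 with an absolute log2 difference of at least 1. A single gene that was named beforehand is described by its adjusted p. A gene was counted as reversed when it was called in mutant against wild type and called in the opposite direction in rescued strain against mutant. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

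The procedure was tested on simulated data for the comparison of mutant with wild type, with 11360 genes of which 200 were changed by a log2 of 2. A further 9 genes, those of the copper list, were shifted to test the list method. The procedure recovered 99.5% of the 200. Of the 11151 unchanged genes none passed both criteria, and 14 had an adjusted p under 0.05. The median estimate for raised genes was 1.97. The overlap expected between comparisons that share the mutant libraries was taken from 100 simulated sets of unchanged groups. In these, normal noise was drawn for each gene independently.

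Lists of genes for copper deficiency, for hydrogen production and fermentation, and for iron deficiency held 38 members, of which 37 were matched by symbol. They were tested with fry, a rotation test in limma, two-sided, with adjustment over the 6 list comparisons. The alternative was camera with a preset correlation of 0.01. The lists, the tests, the alternatives and the rule for naming genes were choices made before the data were examined. The rule named CEHC1, CRR1 and HYDA1. It named the 5 largest rises and 5 largest falls of mutant against wild type among reversed genes in which every mutant library lay beyond every library of the other strains. It named the 3 largest rises and 3 largest falls of rescued strain against wild type, and every list member called in the mutant, 3 of each list in full. Of genes without a symbol, at most 2 identifiers that rose and 2 that fell were printed per comparison. Genes named outside this rule, in the additional observations, were chosen after their values were seen.

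The alternatives were pseudocounts of 0.1 and 5, no minimum FPKM, a minimum mean of 5 FPKM, rescaling by median ratios, quantile normalization, moderation without trend or with robust estimation, the 2 groups compared alone, the replicate number as a block, no minimum log2 difference, and leaving out each library in turn. No genome of the annotation version in the tables was used here, so no coordinates are given. The order of genes along chromosomes, used for neighbouring genes only, was taken from the reference gene table of assembly Chlamydomonas_reinhardtii_v5.5, in which 94.0% of tested genes were placed.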

Results

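PolyA RNA of the unicellular green alga Chlamydomonas reinhardtii was sequenced from 3 strains, with 3 cultures of each. Strain B6 carried the wild-type CEHC1 gene and is called the wild type. Strain B6-F carried the cehc1-1 mutation and is called the mutant. The rescued strain, B6-F_resc, was, per the labels, the mutant after transformation with a wild-type copy of CEHC1. All cultures were aerated and grown in acetate-containing TAP medium with 14 h of light and 10 h of darkness, and cells were collected 6 h into the light. Expression was given by the authors as FPKM for 17609 gene models, of which 11360 had a mean of at least 1 FPKM over the 9 libraries and were tested. Unless stated otherwise, levels are the mean FPKM ± SD of the 3 libraries of a strain, differences are on the log2(FPKM + 1) scale, and adjusted p-values are from limma. Differences on this scale understate the change of genes with low FPKM.

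The numbers of reads were not given in the sources used here. The FPKM of all genes summed to 1054706, 970073 and 1108532 in wild-type replicates 1, 2 and 3. The sums were 613826, 592929 and 645234 in the mutant and 888153, 995003 and 1002223 in the rescued strain. The smallest steps between FPKM values of low genes gave an estimate of depth relative to wild-type replicate 1. It averaged 0.960 ± 0.053 in the wild type, 1.53 ± 0.096 in the mutant and 1.05 ± 0.063 in the rescued strain. This estimate rests on the share of low genes near the most frequent step, which was 18.8% to 31.1%. Between mutant and wild type, 74 of 355 low genes lay at the step used and 42 at 2 times that step, which would give the mutant a depth of 0.766 instead. The SD does not cover this error, so which strain was sequenced more deeply is not settled. The mutant libraries had fewer genes listed at 0, with 1943 ± 54.3 against 2471 ± 66.0 in the wild type and 2430 ± 79.1 in the rescued strain. The 100 genes of highest FPKM held 55.0% ± 0.731 of the total in the mutant, 62.0% ± 0.545 in the wild type and 61.4% ± 0.379 in the rescued strain.

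Replicates lay close together. Across the tested genes, which are not independent replicates, Pearson's r between libraries of one strain was 0.990 to 0.995. It was 0.944 to 0.952 between wild-type and mutant libraries, 0.934 to 0.951 between mutant and rescued libraries, and 0.973 to 0.979 between wild-type and rescued libraries. The first principal component held 66.6% of the variance and set the 3 mutant libraries apart from the other 6. The second held 20.6% and separated the wild-type from the rescued libraries.

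The mutated gene, CEHC1 (Cre01.g005900_4532), was examined first. Its level was 8.64 ± 1.41 FPKM in the wild type, 17.2 ± 0.967 in the mutant and 26.5 ± 1.31 in the rescued strain. The difference between mutant and wild type was 0.93 (SE 0.10, adjusted p 3.2e-05), larger than the spread between replicates but below the minimum difference of 1 set for a call. The rescued strain was higher than the wild type by 1.52 (SE 0.10, adjusted p 1.0e-05). The labels do not describe the lesion, so the transcript level does not test whether the mutant libraries carry it. In the rescued strain, FPKM does not separate the transcript of the added copy from that of the resident gene. Quantile normalization moved the mutant difference most, to 1.18, and rescaling by median ratios gave 1.06, so both put the gene past the minimum for a call, as did leaving out wild-type replicate 3 (1.01).

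The series addresses a gene that controls the level of the transcription factor CRR1 (Cre09.g390023_4532), the copper response regulator. CRR1 transcript was at 43.8 ± 3.88 FPKM in the wild type, 59.2 ± 3.92 in the mutant and 55.4 ± 8.69 in the rescued strain. Mutant and wild type differed by 0.43 (SE 0.11, adjusted p 0.0061), below the minimum for a call. The difference between rescued strain and mutant, -0.10 (SE 0.11, adjusted p 0.443), was within the spread between replicates. Rescaling by median ratios gave 0.57 for mutant against wild type and -0.19 (adjusted p 0.181) for rescued strain against mutant. After quantile normalization CRR1 was higher in the mutant than in the wild type by 0.97, and the difference of rescued strain from mutant was -0.48 (adjusted p 0.011). The rescued strain was higher than the wild type by 0.32 (adjusted p 0.041) as deposited. This became 0.38 (adjusted p 0.025) with median ratios and 0.48 (adjusted p 0.018) with quantile normalization, all below the minimum for a call. These are transcript values and do not show the level of the CRR1 protein.

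In the comparison of mutant with wild type, 1068 genes were called, 523 higher and 545 lower in the mutant. The choice of pseudocount moved this count most among the settings that kept the minimum difference, to 433 genes with a pseudocount of 5 and 1758 with one of 0.1. Without a minimum difference, 7525 genes had an adjusted p under 0.05. The balance of direction depended on the pseudocount, with 114 higher and 319 lower at 5 and 1085 higher and 673 lower at 0.1, and on the scaling between libraries. Rescaling by median ratios gave 666 higher and 337 lower, and quantile normalization gave 495 higher and 235 lower. The median difference of all tested genes was -0.13 as deposited and -0.01 after rescaling by median ratios. The numbers of higher and lower genes are therefore relative to the scale of the deposited FPKM.

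The largest rises in the mutant that were reversed in the rescued strain were those of Cre08.g372200_4532, CYC6, FDX5, Cre01.g029700_4532 and BIP2. Cre08.g372200_4532 had 0.524 ± 0.187 FPKM in the wild type, 940 ± 83.6 in the mutant and 0.515 ± 0.135 in the rescued strain, a difference of 9.27 (SE 0.11, adjusted p 4.9e-12) between mutant and wild type. Cre01.g029700_4532 rose from 0.629 ± 0.113 to 201 ± 26.9 FPKM and was at 0.684 ± 0.154 in the rescued strain. BIP2 (Cre02.g080600_4532) rose from 0.147 ± 0.022 to 66.5 ± 20.4 FPKM and was at 0.263 ± 0.050 in the rescued strain. In these 3 genes, as in CYC6 and FDX5, the rescued strain and the wild type differed by less than the test could call, with adjusted p-values from 0.157 to 0.978.

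Among the falls, LCI1 (Cre03.g162800_4532) had the largest, with 42.4 ± 25.3 FPKM in the wild type, 0.223 ± 0.138 in the mutant and 13.6 ± 8.38 in the rescued strain. Its difference between mutant and wild type was -4.90 (SE 0.59, adjusted p 4.9e-05), and its replicates varied widely within the wild type, from 13.3 to 59.3 FPKM. Cre01.g011630_4532 fell from 99.6 ± 8.28 to 3.56 ± 0.550 FPKM and was at 39.1 ± 3.37 in the rescued strain, which was still lower than the wild type (difference -1.33, adjusted p 2.8e-05). MSD3 (Cre16.g676150_4532) fell from 70.4 ± 21.8 to 2.97 ± 1.51 FPKM and was at 43.8 ± 8.89 in the rescued strain. Cre08.g365851_4532 fell from 14.1 ± 4.15 to 0.333 ± 0.093 FPKM and was at 8.32 ± 2.34 in the rescued strain.

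**Figure D1:**
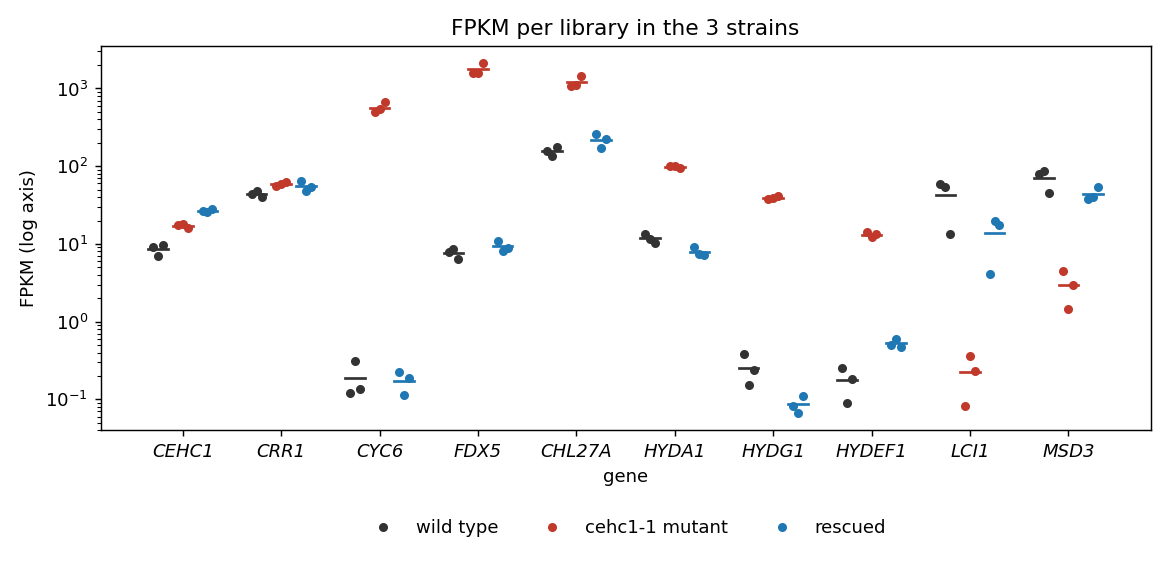
FPKM on a log axis for 10 genes in the 3 strains, where each point is 1 library and each horizontal bar is the mean of the 3 libraries of a strain. CYC6, FDX5, CHL27A, HYDA1, HYDG1 and HYDEF1 lie highest in the mutant, LCI1 and MSD3 lie lowest there, and CEHC1 is highest in the rescued strain.

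The rescued strain was sequenced, per the series design text, to tell which changes depend on CEHC1. Its mating-type genes, described below, differed from those of the wild type and the mutant. Reversal alone therefore does not show that a gene depends on CEHC1. In the comparison of rescued strain with mutant, 1043 genes were called, 615 higher and 428 lower in the rescued strain. Quantile normalization gave 452 higher and 477 lower. Of the 1068 genes called in the mutant, 603 (56.5%) were called in the opposite direction in the rescued strain. They were 230 of the 523 genes that rose (44.0%) and 373 of the 545 that fell (68.4%). The balance of the 603 again depended on scaling, with 274 risen and 241 fallen after rescaling by median ratios, and 274 and 158 after quantile normalization. A pseudocount of 5 moved the count of reversed genes most among settings with a minimum difference, to 310. Over the 1068 genes, the median share of the mutant's log2 change that was returned in the rescued strain was 84.7%. Since both differences use the mutant libraries, this share is not 0 without an effect. It averaged 49.8% (at most 55.1%) for the 1068 largest differences in 100 simulated sets of unchanged groups. It averaged 1.68% (at most 2.77%) in 100 sets that kept the mutant changes and gave the rescued strain the mutant means.

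Both comparisons use the same mutant libraries, so some overlap arises with no effect. In 100 simulated data sets of unchanged groups, the mean number of genes called in both and in opposite directions was 0.01, and the largest was 1. Across genes, the difference of mutant from wild type and that of mutant from rescued strain had an r of 0.81, against 0.50 in the simulated sets.

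**Figure D2:**
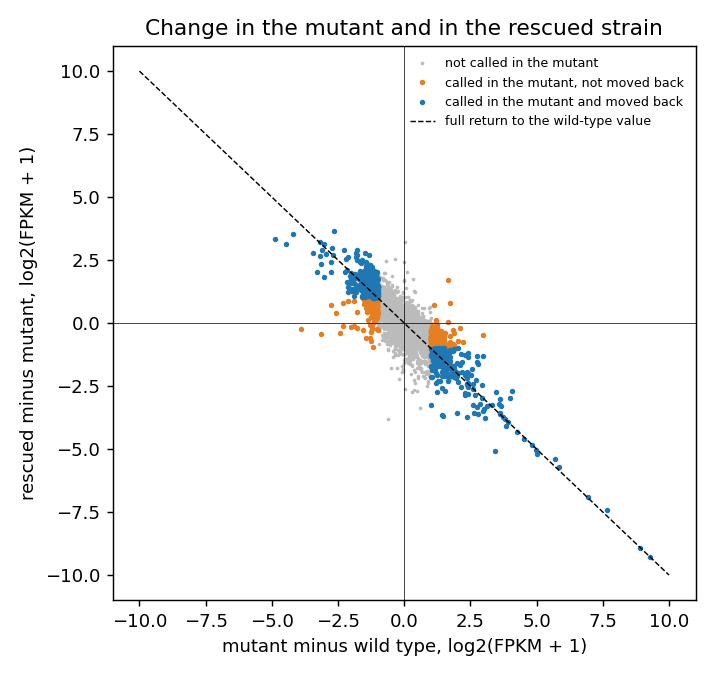
Difference of mutant from wild type (horizontal) against difference of rescued strain from mutant (vertical), both on the log2(FPKM + 1) scale, for 11360 tested genes. Each point is 1 gene, the dashed line marks a full return to the wild-type value, and the 603 genes called in opposite directions in the 2 comparisons are in blue.

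The rescued strain was also compared with the wild type. Here 262 genes were called, 72 higher and 190 lower in the rescued strain, and the choice of pseudocount moved the count most among settings with a minimum difference, to 75 at 5 and 606 at 0.1. The lean to lower genes depended on it, with 297 higher and 309 lower at 0.1. Of the 262 genes, 185 were not called in the mutant. Of the 1068 genes called in the mutant, 60 were called in the same direction in the rescued strain and 17 in the opposite direction. Among the 603 reversed genes, 575 were not called between rescued strain and wild type and 28 were. Cre14.g623576_4532 was listed at 0 in all 3 wild-type libraries and had 12.2, 11.9 and 5.25 FPKM in the rescued strain. In the mutant it had 0.363, 1.20 and 9.28 FPKM, so its mutant replicates did not group together. Cre06.g800658_4532 had 0.275 ± 0.069 FPKM in the wild type, 0.303 ± 0.134 in the mutant and 11.1 ± 2.65 in the rescued strain (difference of rescued strain from wild type 3.23, SE 0.15, adjusted p 6.0e-07). Cre06.g253051_4532 had 20.8 ± 1.04 FPKM in the wild type, 13.1 ± 0.039 in the mutant and 0.016 ± 0.014 in the rescued strain (difference -4.42, SE 0.07, adjusted p 7.8e-11). Cre08.g375450_4532 had 25.5 ± 1.53 FPKM in the wild type, 0.776 ± 0.159 in the mutant and 0.527 ± 0.104 in the rescued strain. It was low in both the mutant and the rescued strain.

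A list of 10 genes known to respond to copper deficiency was tested because the series names the copper response regulator. Of these, 9 were matched by symbol and tested. In the mutant 6 were called, all of them higher, and the median difference from the wild type was 2.10 (adjusted p 4.8e-08, fry in limma, two-sided). At an adjusted p under 0.05 there were 8 members over all genes tested and 8 adjusted over the list alone. In the rescued strain 7 were called lower than in the mutant, with a median of -1.68 (adjusted p 5.2e-08). CYC6 (Cre16.g651050_4532) had 0.190 ± 0.106 FPKM in the wild type, 567 ± 85.1 in the mutant and 0.174 ± 0.056 in the rescued strain, a difference of 8.89 (SE 0.11, adjusted p 4.9e-12). FDX5 (Cre17.g700950_4532) had 7.57 ± 1.02, 1756 ± 299 and 9.28 ± 1.41 FPKM in the same order, a difference of 7.67 (SE 0.14, adjusted p 8.3e-11). CHL27A (Cre07.g346050_4532, listed as CRD1) had 156 ± 19.8, 1208 ± 214 and 219 ± 45.6 FPKM, a difference of 2.94 (SE 0.17, adjusted p 6.9e-07). CPX1, CTR3 and CTR2 were also called, with differences of 2.55, 2.10 and 1.72. The medians were 2.23 and 2.41 after rescaling by median ratios and quantile normalization.

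The second list held 17 genes of hydrogen production and fermentation, which are known from cells short of oxygen, while the cultures here were aerated. All 17 were matched and 16 were tested, since PFR1 was below the minimum FPKM. In the mutant 8 were called, all higher, with a median difference of 1.16 (adjusted p 2.2e-08, fry in limma). Over all genes tested 15 had an adjusted p under 0.05, and 15 adjusted over the list alone, of which LDH1 (-0.45) and ACK2 (-0.27) were lower in the mutant. In the rescued strain 10 were called lower than in the mutant, with a median of -1.31 (adjusted p 2.1e-08). There 13 had an adjusted p under 0.05 over all genes and 14 adjusted over the list alone. HYDG1 (Cre06.g296700_4532) had 0.256 ± 0.113 FPKM in the wild type, 39.2 ± 1.52 in the mutant and 0.087 ± 0.022 in the rescued strain, a difference of 5.01 (SE 0.08, adjusted p 3.8e-11). HCP1 (Cre09.g391450_4532) had 0.029 ± 0.012 FPKM in the wild type and 14.5 ± 0.939 in the mutant, a difference of 3.91 (SE 0.07, adjusted p 1.2e-10). HYDEF1 (Cre06.g296750_4532) had 0.176 ± 0.082, 13.2 ± 0.936 and 0.523 ± 0.064 FPKM, a difference of 3.59 (SE 0.09, adjusted p 6.1e-10). The hydrogenase gene HYDA1 (Cre03.g199800_4532) had 11.8 ± 1.66, 98.9 ± 2.65 and 7.88 ± 0.970 FPKM, a difference of 2.98. HCP3, HCP4, HYDA2 and HCP2 were called with differences of 2.36, 2.36, 1.66 and 1.39. HCP1 to HCP4, and HYDA1 with HYDA2, are families of related genes, and how reads shared between members were assigned is not given in the sources used here. The medians were 1.28 and 1.33 under the 2 rescalings.

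The third list, of 11 genes known from iron deficiency, served as a comparison with another metal. All 11 were matched and 9 were tested, with FRE1 and IRT1 below the minimum FPKM. The list as a whole did not pass the threshold, with an adjusted p of 0.820 for mutant against wild type and 0.449 for rescued strain against mutant (fry in limma). The signs differed between summaries. In the mutant the median was -0.42 and the mean -0.55, while the direction given by the test was up. In the rescued strain against the mutant the median was 0.17 and the mean 0.44, while the direction given was down. Members moved both ways, and 8 of the 9 had an adjusted p under 0.05 in the mutant over all genes and 8 adjusted over the list alone. Of all 11360 genes tested 7525 had one as well, so this count does not set the list apart. In the rescued strain against the mutant, 4 did so by either adjustment. IRT2 (Cre12.g530350_4532) rose from 0.211 ± 0.090 to 5.40 ± 0.522 FPKM in the mutant, a difference of 2.40 (SE 0.09, adjusted p 2.7e-08). MSD3 fell by 4.19 (SE 0.30, adjusted p 2.8e-06). FEA1 (Cre12.g546550_4532) went from 39.6 ± 15.6 to 15.4 ± 3.51 FPKM, a difference of -1.24 (SE 0.42, adjusted p 0.022). The FEA1 call was lost under quantile normalization (adjusted p 0.089), with robust moderation (0.062), and without wild-type replicate 2 (0.084), wild-type replicate 3 (0.071), mutant replicate 1 (0.074) or mutant replicate 3 (0.051). With a minimum mean of 5 FPKM, the list was lower in the mutant with an adjusted p of 0.00065 (fry in limma). Abundant genes of any kind were also lower there, with medians of -0.42 at 10 to 100 FPKM and -0.73 at 100 to 1000. The test does not compare the list with other genes, so this result is not specific to iron deficiency. Under the 2 rescalings the direction given by the test stayed up in the mutant and down in the rescued strain. Median ratios gave adjusted p-values of 0.166 and 0.148, and quantile normalization gave 0.064 in both comparisons. The medians after quantile normalization were -0.08 and -0.07.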

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

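Of the alternatives in the comparisons between strains, 180 values kept their direction and side of the threshold or stayed within 1.5 times, 12 counts moved further and 15 values, all of the iron deficiency list, reversed. Of the single named genes, judged by adjusted p alone, 517 values kept direction and side, and 6 lost the threshold, all for FEA1. With the minimum difference as well, HCP2 (0.65) and IRT2 (1.00, just under the minimum) also lost their calls at a pseudocount of 5.

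The counts of called genes depended on how low values were treated. For mutant against wild type the count of 1068 became 1758 with a pseudocount of 0.1, 433 with one of 5, 631 with a minimum mean of 5 FPKM and 7525 without a minimum difference. For rescued strain against mutant, 1043 became 550 with a pseudocount of 5 and 6595 without a minimum difference. For rescued strain against wild type, 262 became 606 and 75 with the pseudocounts of 0.1 and 5, 154 with the higher minimum and 4577 without a minimum difference. Reversed genes went from 603 to 310 with a pseudocount of 5 and 5090 without a minimum difference. These moves follow from construction, since a larger pseudocount shrinks the differences of low genes, a higher minimum removes genes and a missing minimum difference admits small ones. The same settings moved the split by direction both ways. In mutant against wild type it was 1085 higher and 673 lower at a pseudocount of 0.1, 114 and 319 at 5, and 156 and 475 with the higher minimum. In rescued strain against mutant it was 771 and 750, 385 and 165, and 531 and 206 in the same order. In rescued strain against wild type it was 297 and 309, 18 and 57, and 34 and 120. Leaving out 1 library gave 980 to 1204, 937 to 1184, 260 to 294 and 567 to 653 genes for the same 4 counts.

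Replicate numbers did not pair the cultures. Correlations of the deviations of same-numbered libraries from their strain means were 0.07, 0.08 and 0.05 for wild type and mutant, 0.01, 0.10 and 0.12 for mutant and rescued strain, and 0.10, -0.13 and 0.16 for wild type and rescued strain. With the replicate block the 4 counts were 1068, 1044, 262 and 603.

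The copper and hydrogenase lists passed the threshold in the same direction under every alternative run, camera included. The iron deficiency list against the wild type changed direction with adjusted p-values of 0.359 and 0.537 at pseudocounts of 0.1 and 5, 0.576 with the replicate block, 0.690 with the 2 groups alone and 0.581 with camera. It did so in 6 of the 9 fits without 1 library, whose adjusted p-values spanned 0.560 to 0.950. In these settings it stayed short of the threshold. With a minimum mean of 5 FPKM it was lower in the mutant and passed it, at 0.00065. For rescued strain against mutant it changed direction at 0.80 with a pseudocount of 0.1, at 0.0095 with a minimum of 5 FPKM, where it was higher and past the threshold, and at 0.581 with camera. The higher minimum tests fewer members, and its direction rests on those that remain. Abundant genes as a class moved the same way, which this test does not take out.

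Depth limits the genes of low FPKM. The depth of the mutant libraries relative to wild-type replicate 1 was 1.53 at the step used and 0.766 at the competing step, so whether depth favours the mutant for genes listed at 0 elsewhere is not settled.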

Other observations

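The tests of mating-type genes, of neighbouring genes and of the abundant gene classes were chosen after the result was seen. The list of CO2-concentrating genes was written after LCI1 and CAH1 had been seen to fall, and leaves both out. The genes named here outside the rule were chosen for their values.

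Whether chance can be excluded was examined with other splits of the libraries. For each of the 3 counts of called genes, only the real split, 1 of the 10 splits of 6 libraries, gave as many. The copper list and the hydrogenase and fermentation list likewise gave a p as small in 1 of 10 splits in both comparisons. The iron list did so in 9 of 10 for mutant against wild type and 4 of 10 for rescued strain against mutant. With 10 splits the share cannot fall under 0.1, and splits that mix strains add the strain difference to the spread, so these splits decide nothing. Replicate spread was instead simulated in 100 sets of unchanged groups, with the spread seen in these libraries. At most 2 genes were called for mutant against wild type, 1 for rescued strain against mutant and 1 for rescued strain against wild type, against 1068, 1043 and 262. In the same sets 0 members of any of the 3 lists were called. The sets drew the spread of each gene independently and held no shift shared by the genes of a library. Replicate spread of that size and kind thus does not account for the counts. Nor does it account for the called members of the copper list (6 and 7) and the hydrogenase and fermentation list (8 and 10). The same holds for the called members of the iron list (3 and 3) other than FEA1. The FEA1 call in mutant against wild type was lost in 6 alternatives, so replicate spread stays open for that gene. For the iron list as a whole, whose members moved both ways, a shared direction stays open. For the reversed genes, 1 of 100 splits of the 9 libraries into 3 groups, the real one, gave as many as 603. These splits mix strains as well, so they decide nothing either. In the simulated sets of unchanged groups at most 1 gene was reversed, so replicate spread of that size, independent between genes, does not account for the 603.

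The mating-type genes set the rescued strain apart. MID1 was listed at 0 in the 6 wild-type and mutant libraries and had 2.89, 2.46 and 3.29 FPKM in the rescued libraries. MTD1 was above 0 in the 3 rescued libraries alone, and FUS1 in the other 6 alone, at 0.132 to 0.323 FPKM. All 9 libraries followed this pattern, which is what a rescued strain of the other mating type would give. These genes have low FPKM. Of 3 genes close to FUS1 in the v5.5 gene order, 2 had more FPKM in the wild type than MID1 had in the rescued strain. Cre06.g253051_4532 fell from 20.8 FPKM in the wild type to 0.016, Cre06.g252892_4532 had 4.30 and was listed at 0, and Cre06.g252743_4532 had 1.12 and was listed at 0. At most 0.077% of the wild-type FPKM was left in them. The 3 genes were chosen for their values, so this argues against cultures with cells of both mating types for these genes only. Not every gene there was lost, since Cre06.g252800_4532, 1 gene after FUS1, had 5.51 FPKM in the wild type and 5.67 in the rescued strain. Return of CEHC1 function alone would also give MID1 in the wild type, where 0 libraries had it. A candidate explanation is that the rescued line passed through a cross, or that another strain's chromosome region is present. An effect of the level of CEHC1, higher in the rescued strain than in the wild type, and a mislabelled strain stay open. The labels describe transformation and no cross. If the rescued strain differs in background, reversed genes and differences between rescued strain and wild type need not come from CEHC1.

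Called genes lay beside each other more often than random placement gives. Between rescued strain and wild type there were 16 neighbouring pairs of called genes against a mean of 5.25 in 10000 random placements (permutation p 0.0001, one-sided, the smallest these can give). Between mutant and wild type there were 124 pairs against 93.5 (permutation p 0.0003, one-sided). This argues against chance placement. Blocks of different strain ancestry could give it, and so could reads shared between tandem copies, overlapping gene models or genes regulated together, none of which was tested. The genes on either side of CEHC1 in the v5.5 order behaved differently. Cre01.g005950_4532 had 15.8 ± 6.36 FPKM in the wild type, 20.3 ± 4.07 in the mutant and 2.35 ± 0.596 in the rescued strain. FAP23 (Cre01.g005850_4532) had 24.9 ± 5.29, 10.8 ± 1.60 and 12.7 ± 1.58 FPKM, was called lower in the mutant (-1.12), and differed between rescued strain and mutant by 0.22 (adjusted p 0.259).

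Some mutant changes were kept in the rescued strain. LHCSR1 had 67.9 ± 4.86 FPKM in the wild type, 10.5 ± 1.13 in the mutant and 14.2 ± 2.23 in the rescued strain. NSG1 had 293 ± 81.7, 46.2 ± 28.9 and 69.1 ± 15.1 FPKM. ZCP1 had 0.221 ± 0.043, 8.55 ± 0.650 and 6.02 ± 1.36 FPKM. No explanation was tested for these.

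Abundant genes were lower in the mutant on the deposited scale. The median difference from the wild type was 0.04 for genes of 1 to 10 FPKM, -0.42 for 10 to 100, -0.73 for 100 to 1000 and -0.75 for the 166 genes of at least 1000, all of which were lower. Above 1000 FPKM, 62 ribosomal protein genes had a median of -0.57 and 35 photosystem and light-harvesting genes one of -1.16. The photosystem genes were also the more abundant class, with a median of 5494 FPKM against 2105. The classes were therefore compared in 20 pairs of 1 gene from each, matched within 20% on mean FPKM, with medians of 4838 and 4052 FPKM. The photosystem gene fell more in 20 of 20 pairs, with a median difference of -0.54, which lay between -0.68 and -0.38 over all 9 pairs of a mutant and a wild-type library. This argues against a compression that depends on abundance alone as the whole cause, for the genes that could be matched. The shared part stays open between a change in the cells, the authors' normalization and the depth of the mutant libraries. The direction depends on scaling for the ribosomal genes. Quantile normalization gave them a median of 0.14, with 6 of 62 lower. The photosystem genes had a median of -0.24 with 32 of 35 lower, of which 0 were then called lower, against 21 after rescaling by median ratios and 34 on the deposited scale.

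LCI1, the largest reversed fall, and CAH1 belong to the mechanism that concentrates CO2 in the cell. Of 17 other genes of that mechanism, 11 were matched by symbol and tested. Their median was -0.66 in the mutant against the wild type, at percentile 2.36 of 10000 random lists matched on mean FPKM, and 0.60 in the rescued strain against the mutant, at percentile 98.43. Both comparisons use the same mutant libraries, so the percentiles are not independent of each other. The random lists were drawn gene by gene and do not carry a correlation between genes regulated together. Both medians lie only just beyond the limits of the random lists, which were -0.66 and 0.56. These values are consistent with lower expression of the mechanism's genes in the mutant, as a hypothesis, since LCI1 and CAH1 prompted it. Only BST1 was called, and it was reversed. HLA3 (0.28, adjusted p 0.120) and PGP1 (0.20, adjusted p 0.043) had positive differences of mutant from wild type, and neither was called. The median of the 11 genes was -0.52 after rescaling by median ratios and -0.38 after quantile normalization. A difference in carbon supply or growth between cultures, which was not measured, stays open.

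Wild-type replicate 1 differed from the other wild-type libraries in genes of the flagellar radial spoke. All 16 tested genes of that family were highest there among the wild-type libraries, with a median of 1.95 times the mean of the other 2. In rescued strain against wild type 4 of them were called lower, and 0 without wild-type replicate 1, so these calls rest on that library. No biological explanation was tested.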
